A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

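The data came from array comparative genomic hybridization (array CGH), in which the DNA of a test animal and of a reference animal are labelled with different dyes and compete for the same probes on a glass slide. Tail DNA of 8 C57BL/6JNrs mice of 1 family (a sire, a dam and 6 progeny) was compared with the DNA of 1 reference male from the same breeding colony. C57BL/6J is a common inbred laboratory strain, and Nrs marks the substrain used. All 8 mice had a radiation dose of 0 mGy. Each mouse was hybridized on 2 arrays with the dyes exchanged, once labelled with Cy5 (red) and once with Cy3 (green). The groups were taken from the sample labels, and the dye of each animal from the labels of both channels.

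The authors extracted the images with Agilent Feature Extraction 10.7.1.1, per the file headers. The deposited intensity values were the processed red and green signals, which the software had background-subtracted, detrended and scaled with a linear dye factor per channel, without lowess. The deposited log10 ratios of red over green were used only to check the processed signals. The raw median intensity of each spot and of its local background, also in the files deposited by the authors, served 1 alternative setting. The probes were placed on the mouse genome build mm9 (NCBI37), per the file headers. The genome and gene annotation at hand belonged to another build (GRCm38), and the files paired no gene names with the probes. Genes at the regions, the gene groups fixed beforehand, the antigen receptor loci chosen as lymphocyte markers and the GC content of the probes were therefore not analysed here. The value cells of the series table were empty in the copy used, so that table was not used here.

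Control spots were left out. Spots marked as outliers by the software (121 to 437 per array) were left out on the array concerned, and spots of the same probe were averaged. Without the control spots there were 966371 features of 950749 probes. Of these probes, 950622 lay on autosomes, 68 on the X chromosome, 23 on the Y chromosome and 36 on unlocalized contigs. The log2 ratio of the processed red over green signal was centred on the autosomal median of each array, by -0.003 to 0.016. No loess or quantile step was applied, because a copy-number change is itself a shift of the ratio. Ratios of arrays with the mouse in Cy3 were turned in sign, so that every ratio was mouse over reference. The mean of the 2 turned values was the value of the mouse, and each mouse was 1 replicate. The difference between the 2 turned values, which holds dye effects and no copy-number signal, was kept as a background.

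A probe was called positive by the rule of the study's methods for the first screening: an absolute log2 ratio above 0.8 on both arrays, or above 0.5 in all 4 values of 2 adjacent probes. One sign on both turned arrays was also asked for, and probes that passed with opposite signs were counted as dye effects. The counts of both kinds were compared in each mouse by an exact two-sided binomial test. A run of 2 or more adjacent positive probes of 1 sign was called Type L, after the study's term. A de novo candidate was positive in at least 1 progeny mouse and in neither parent. A candidate region overlapped no positive probe of the same sign in a parent, and regions were called and counted in each progeny mouse. Counts private to a parent served as the background of these candidates. The number of parental probes found in a progeny mouse by chance was computed per sign, among probes not well above background in the same number of the 32 array channels. A probe was called bright where the software marked it as well above background in both channels of all 16 arrays, and dim otherwise.

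Copy-number segments were searched with an interval-score caller written for this purpose, since the software of the study was not used here. For each mouse it looked for the stretch of probes with the highest score, the absolute sum of the ratios divided by their spread and by the square root of the probe number. Segments were kept at a score of 8 or more, 4 or more probes and an absolute mean of 0.25 or more. Single values were limited to 1.5 during the search, and a segment to 1000 probes. Progeny and parents were compared by exact two-sided permutation tests over all 28 splits of the 8 mice into 6 and 2, for which the smallest possible p is 0.0357, and probe by probe with limma 3.58.1 in R 4.3.3 with Benjamini-Hochberg adjustment at 0.05. Correlations were tested by exact permutation over 40320 orders. Other steps used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, Numba 0.67.0 and matplotlib 3.10.9.

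The calls were tested on simulated data. In the sire's values, 200 single autosomal probes shifted by -1 were recovered at 48.5%, and by 1 at 50.5%. At a shift of 2 all were recovered, 100%. The same runs, with each of the sire's 2 arrays put in random order on its own, gave 426, 452 and 466 calls at probes without a planted shift. The 2 values of a probe were thus no longer paired, unlike in the real data. Segments were planted in the sire's mean values, also in random order. Of 20 planted segments with a shift of 0.58 (3 copies against 2), 10% were recovered at 4 probes, 65% at 8 probes and 100% at 20 probes. Planted losses of -1 were recovered at 100% from 4 probes upwards, with 0 to 2 other segments per run. For limma, random normal values with the spread of each probe were used, and 200 bright probes were shifted between progeny and parents. Limma recovered 48% at a shift of 1 with 2 false calls, and 98% at a shift of 2 with 4 false calls. Recovery at dim probes was not measured.

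The array noise was measured as the derivative log2 ratio spread, a robust spread of the difference between neighbouring probes. It was 0.257 to 0.353 over the 16 arrays, and 8 arrays lay within the range set by the scanner software. The median signal-to-noise value was 25.9 in red (17.0 to 31.1) and 20.5 in green (13.3 to 24.8). The number of arrays limits the precision of every value. The 16 arrays lay on 16 slides and were scanned on 5 days. Both parents were scanned on 1 day that held no progeny, and the progeny on 4 other days, so a fit with the day as a fixed block was not run. No probe was saturated, and the setting without saturated probes therefore had no effect.

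The regions named in the text were fixed by a rule before the data were examined: the 10 de novo Type L regions with most positive probes (ties by the absolute mean), the 10 regions with most positive probes among those positive in a parent and in progeny but not in all 8 mice, and up to 5 regions positive in all mice. A region of the last 2 kinds was a run of adjacent probes, each positive with 1 sign in at least 1 mouse, so that mice of a region need not share a probe. Regions named outside this rule are said to be so. The alternatives fixed before the data were examined were absolute values without a sign condition, a single-probe threshold of 1, no rule for adjacent probes, no centring, normexp background correction with an offset of 50, loess (span 0.3), bright probes only, a parental limit of 0.4, other segment scores and probe numbers, the mouse as a random block with a dye term, and leaving out each progeny mouse. The normexp setting used median spot signals in place of the mean signals named beforehand, which were not among the columns read here. Removal of the dye effect of each probe, probes bright in the reference channel only, and the scan day as a random block were added after the data were seen.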

Results

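Array CGH was performed on the tail DNA of a family of non-irradiated C57BL/6JNrs mice, a control family in a study of offspring of irradiated male mice. The family had a sire, a dam and 6 progeny, and each of the 8 mice was compared with the same reference male of the colony on 2 dye-swapped arrays. The log2 ratio of mouse over reference is 0 where both carry the same number of copies. The median spacing of the 950622 autosomal probes was 2053 bp, and 829248 of all probes (87.2%) were well above background in both channels of all 16 arrays. There was 1 sire and 1 dam, so values of single parents have no replicate. All coordinates are those of mm9.

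The first question was which copy-number differences from the reference were present in the parents and how they appeared in the progeny. In a gain of 160 kb on chromosome 4 (101110482 to 101270535, 74 probes), the mean log2 ratio was 0.98 ± 0.018 (SE over probes) in the dam and -0.02 ± 0.023 in the sire. Progeny 1 to 5 lay between the parents, at 0.55 to 0.58, and progeny 6 lay at 0.97 ± 0.017. A loss of 56.3 kb on the same chromosome (78453216 to 78509511, 18 probes) was seen in the sire at -0.95 ± 0.045 and not in the dam, at 0.00 ± 0.031. Progeny 1 to 5 had -0.45 to -0.38 there, and progeny 6 had -0.02 ± 0.045.

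For comparison, 4 copies against 2 give a log2 ratio of 1, and 3 against 2 give 0.58. In the other direction, 2 copies against 4 give -1, and 3 against 4 give -0.42. On chromosome 2 (70079530 to 70085630, 4 probes), the sire had a gain of 4.50 ± 0.68, the dam had 0.08 ± 0.32, and the 6 progeny had 3.07 to 3.65. The reference DNA was not well above background in any of the 64 spots of this region, so the size of these gains is uncertain. The dam was dim in 8 of 8 spots as well, and the sire in 0 of 8. The ratios therefore do not tell extra copies in the sire from sequence missing in the reference and the dam, and the value of the dam compares dim signals. On chromosome 3 (25417435 to 25444229, 4 probes), the dam had a loss of -1.42 ± 0.31 and progeny 2 to 6 had -1.43 to -1.34, whereas the sire had 0.12 ± 0.072 and progeny 1 had 0.06 ± 0.062. On chromosome 8 (102175029 to 102223237, 14 probes), the dam had 0.23 ± 0.048 and progeny 2 to 6 had 0.26 to 0.33. There the sire had -0.05 ± 0.050 and progeny 1 had -0.10 ± 0.085. The chromosome 3 and chromosome 8 regions split the mice as the X and Y probes below do. Inheritance of an autosomal change from the dam was therefore not shown at either of them.

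**Figure D1:**
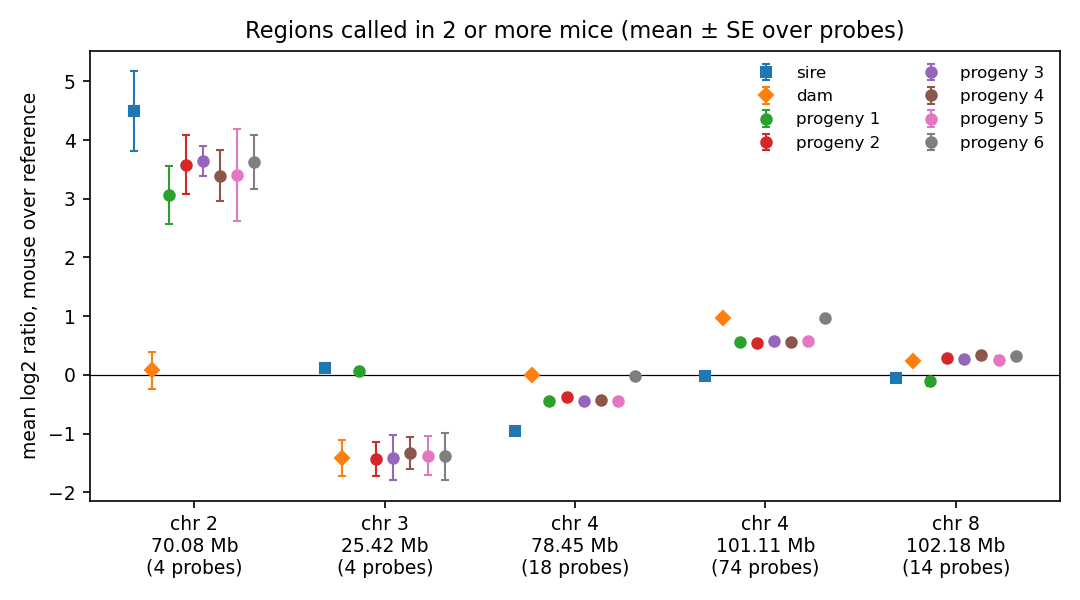
Mean log2 ratio (mouse over reference) of each mouse in the 5 shared regions with 4 or more probes, with the SE over probes as error bars. On chromosome 4 progeny 1 to 5 lie between sire and dam, and progeny 6 lies beside the dam at -0.02 and 0.97.

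**Figure D2:**
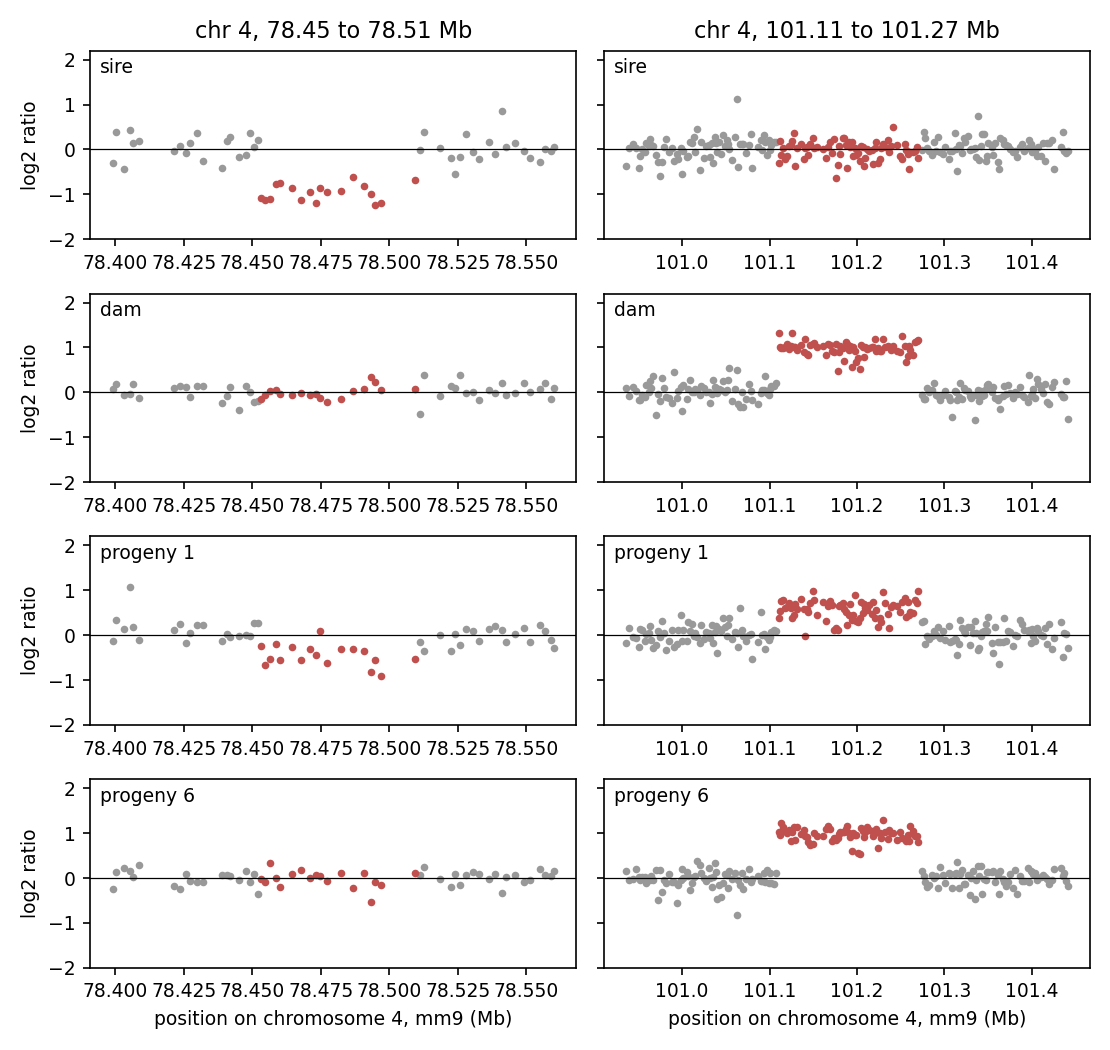
Log2 ratio (vertical axis, no unit) of single probes against the mm9 position in Mb for the sire, the dam, progeny 1 and progeny 6 at both chromosome 4 regions, with probes inside the regions in red and neighbouring probes in grey. The means inside the regions are -0.95 and -0.02 in the sire, and 0.00 and 0.98 in the dam.

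The search gave 63 segments over the 8 mice, from 2 in the sire to 16 in progeny 6. Of these, 34 fell into 6 regions found in 2 or more mice: the 5 regions above and a loss on chromosome 5 (123592752 to 123598838, 3 probes), which passed in progeny 5 at -1.06 ± 0.49 and in progeny 6 at -0.84 ± 0.50. The mean there was below 0 in the other 6 mice as well: the sire (-0.32 ± 0.13), the dam (-0.68 ± 0.82), progeny 1 (-0.17 ± 0.099), progeny 2 (-0.83 ± 0.51), progeny 3 (-0.66 ± 0.68) and progeny 4 (-0.96 ± 0.54). The lowest of the 3 probes (123598779 to 123598838) was positive in the dam (-2.29) and in progeny 2 to 6 (-2.01 to -1.70), and not in the sire (-0.55) or progeny 1 (-0.35). The remaining 29 overlapped no segment of the same sign in another mouse and are called private. Of these, 24 were found in progeny, and 25 spanned only 4 or 5 probes. Private does not mean that other mice lacked the change. A private loss of progeny 5 on chromosome 17 (19232827 to 19262394) covers a Type L loss called in 3 progeny, described below. On chromosome 14 a private loss of the dam (-0.74) overlapped a private gain of progeny 3 (0.56). The same search on the dye track gave 5 segments. A mismatched pair for each mouse, made of 1 of its arrays and 1 array of another mouse (8 pairs in all), gave 53 segments, of which 21 lay outside the shared regions. The regions on chromosome 4 at 78453216, chromosome 5 and chromosome 8 were named after their values were seen. With bright probes only, 26 segments were left, 25 of them in 4 of the shared regions, and a score of 6 in place of 8 gave 840 with 207 on the dye track. A score of 10 gave 27 segments, a minimum of 8 probes gave 36 and normexp gave 96.

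The sex-linked probes of the array were examined next, as a check of the labels and of the direction of the ratio. Over the 68 X probes, the median log2 ratio against the male reference was 0.98 in the dam and -0.02 in the sire. Over the 23 Y probes it was -2.99 in the dam and -0.03 in the sire. The labels give no sex for the progeny, and their values are therefore given mouse by mouse. Progeny 1 had 0.00 over the X probes and 0.00 over the Y probes. Progeny 2, 3, 4, 5 and 6 had 0.97, 0.90, 0.94, 0.96 and 0.98 over the X probes, and -2.27, -2.35, -2.41, -2.52 and -2.62 over the Y probes. In the dam 81.4% of the Y spots were not well above background, so the size of these losses is uncertain. With normexp the value of the dam was 0.52 over the X probes and -0.28 over the Y probes. On bright probes it was 0.99 over 36 X probes and -1.16 over 4 Y probes. A bright probe must be well above background in the dam as well. Only Y probes with signal in the dam were therefore kept, and -1.16 does not settle the size of the loss. Progeny 1 thus lay with the sire, and progeny 2 to 6 with the dam, on probes that the paper included to determine sex.

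The number of positive probes was then compared between mice, to learn whether progeny carried more differences from the reference than their parents. The sire had 1136 positive autosomal probes and the dam 570. Progeny 1 to 6 had 1297, 754, 749, 1199, 524 and 607. The mean was 855 ± 318 in the progeny (SD, n = 6) and 853 in the parents (n = 2), a difference of 2 that was smaller than the spread between progeny (exact permutation test, two-sided, p = 1). Without progeny 1 the difference was -86.4, and without progeny 4 it was -66.8. It was also below 0 at a threshold of 1 (-1.83), with loess (-4.83), with normexp (-19.3), without the dye effect (-19.3) and on bright probes (-25.2). Gains numbered 305.5 ± 148 in the progeny and 535.5 in the parents, and losses 549.5 ± 199 and 317.5. Neither difference passed the exact permutation test over 28 splits (p = 0.107 for gains and p = 0.214 for losses). Over the 7 measures compared in this way, the lowest Benjamini-Hochberg adjusted p was 0.75.

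Most probes that passed the thresholds did so with opposite signs on the dye-swapped arrays. Probes with the sign of a copy-number change made up 21.1% to 32.9% of all that passed, below an even share in each of the 8 mice (exact two-sided binomial test, highest p = 3.18e-48, which adjustment over the 8 mice leaves as it is). Probes are not independent of each other, and these p-values are therefore too small. The median number of positive probes was 751.5 per mouse. It was 78.5 on bright probes, 22.5 with normexp, 291.5 at a threshold of 1 and 3611.5 without the sign condition. The parents were scanned on 1 day without progeny, and no difference within a day could be computed.

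**Figure D3:**
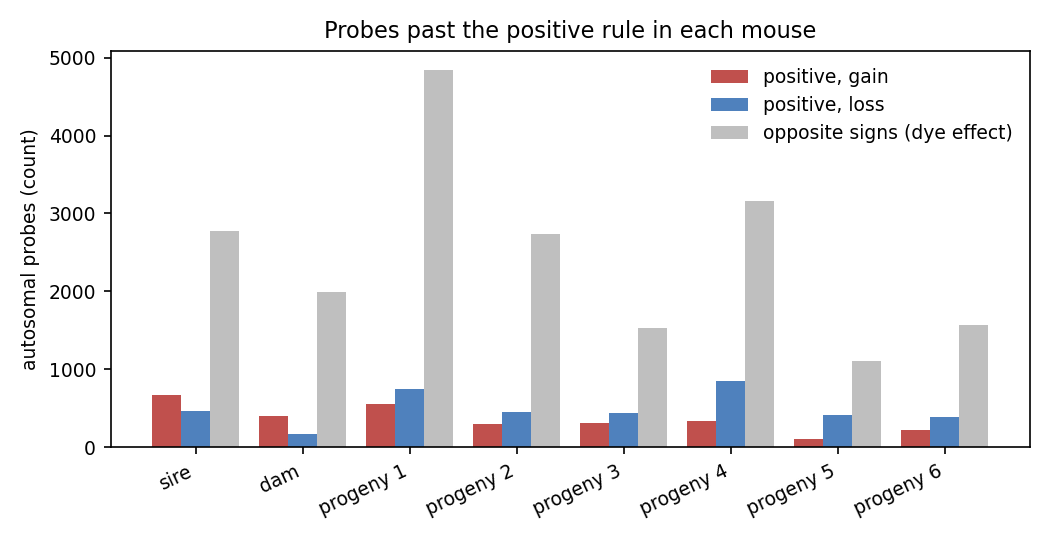
Number of autosomal probes past the thresholds in each mouse, as bars for gains, losses and probes with opposite signs on both arrays. Probes with opposite signs, 1108 to 4845 per mouse, outnumber gains and losses in all 8 mice.

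The family analysis asked which positive probes of the progeny were absent from both parents. There were 4317 such de novo candidate probes, and 4047 of them were found in 1 progeny mouse only. A further 238 were found in 2 progeny, 30 in 3 and 2 in 4, and none in 5 or 6. Losses were more frequent than gains, with 2881 probes lost and 1523 gained in at least 1 mouse. Probes positive in 1 mouse alone numbered 674.5 ± 308 in the progeny (SD, n = 6) and 669.5 in the parents (n = 2), a difference of 5 that was smaller than the spread between progeny (exact permutation test, p = 1). The difference changed sign with normexp (-9.83, exact permutation p = 0.0357, the smallest possible), without the dye effect (-16), on bright probes (-18.5), without progeny 4 (-68.9) and without progeny 1 (-83). Of the de novo candidates, 4060 (94.0%) were dim on at least 1 array, against 12.8% of all autosomal probes. This counts the channel of the mouse too, which a loss itself lowers. In the reference channel alone, 84.5% of the candidates were dim on at least 1 array, against 9.34% of autosomal probes.

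Type L de novo candidates numbered 100 calls summed over the progeny, 72 losses and 28 gains, and each consisted of 2 probes. Progeny 1 to 6 had 31, 9, 11, 32, 6 and 11. The calls lay in 98 different regions, since a loss on chromosome 17 (19255436 to 19262394), named after its values were seen, was called in progeny 3 (-0.72 ± 0.089), progeny 5 (-0.79 ± 0.26) and progeny 6 (-0.85 ± 0.26). Progeny 2 had -0.76 ± 0.17 there without a call. In all, 14 of the 100 calls overlapped a probe called with the same sign in another progeny mouse. As background, private runs of this kind numbered 32 in the sire and 4 in the dam, and 26, 8, 8, 31, 5 and 8 in progeny 1 to 6. The regions with the largest changes were losses in progeny 4 on chromosome 18 (37053483 to 37058526, -1.53 ± 0.61, SE over 2 probes) and chromosome 5 (55695091 to 55696948, -1.45 ± 0.54). Progeny 1 had losses on chromosome 9 from 81664543 (-1.36) and from 74243540 (-1.30), on chromosome 8 from 110807097 (-1.27) and on chromosome 1 from 48276653 (-1.16), and a gain on chromosome 11 from 112633591 (1.15). Progeny 6 had losses on chromosome 1 from 118335040 (-1.27) and chromosome 10 from 76995789 (-1.24), and progeny 2 on chromosome 7 from 28003202 (-1.24). None of these 10 regions was among the calls on bright probes described next, so each held at least 1 dim probe.

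On bright probes, 3 de novo Type L calls were found, and these were named after their values were seen. They were a gain in progeny 3 on chromosome 7 (148112182 to 148114177, 1.12 ± 0.035, against -0.14 to 0.22 in the other mice), a loss in progeny 1 on chromosome 1 (99737825 to 99741185, -0.57 ± 0.0055) and a loss in progeny 4 on chromosome 18 (82654141 to 82655441, -0.63 ± 0.027). The progeny 3 gain and the progeny 4 loss were among the 100 calls above, and the progeny 1 loss was not. The number of candidate probes was 225 on bright probes, 18 with normexp, 1756 at a threshold of 1, 18774 without the sign condition and 2045 with a parental limit of 0.4. The number of Type L calls was 2 with normexp, 4 without the rule for adjacent probes and 3287 without the sign condition. On probes bright in the reference channel, whatever the channel of the mouse, there were 633 candidate probes and 14 Type L calls.

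Transmission was measured as the share of probes positive in a parent that were positive with the same sign in a progeny mouse. Of 1678 probes positive in either parent, a median of 3.69% (2.86% to 6.26%, n = 6) were positive in a progeny mouse, or 48 to 105 probes. Most positive probes were dim, and chance was therefore computed among probes that were dim in the same number of the 32 array channels, a comparison chosen after the data were seen. It gave 12.6 to 22.3 probes. Outside the 6 shared regions, 31 to 46 probes were found and chance gave 12.5 to 22.1. Other probe properties were not matched. These counts include 11 probes, described further below, that were lost in the dam and in progeny 2 to 6. Their split is that of the X and Y probes, so inheritance from the dam was not shown for them. Apart from 3 in the chromosome 3 loss and 1 in the chromosome 5 loss, they also count outside the shared regions. All 11 count among the probes positive in the dam only. Of the 549 probes positive in the dam only, 16.03% were found in progeny 6 (exact 95% interval 13.1% to 19.4%) and 4.55% to 7.83% in the other progeny. Of the 1115 probes positive in the sire only, the median was 1.93% (1.43% to 2.96%). Of 14 probes positive in both parents, 1 was found in each of 5 progeny and 2 in progeny 4. The median over either parent was 14.5% on bright probes, 21.1% with normexp and 6.94% without the sign condition. The intervals cover counting error only.

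In all, 177 regions of adjacent probes held calls of a parent and of progeny but not of all mice, and 17 of them had 2 or more probes. In 3 of these no single probe was called in both a parent and progeny. The 3 longest were parts of the chromosome 4 gain, with 40, 20 and 11 probes, followed by the regions of 4 probes on chromosomes 2 and 3. The region on chromosome 7 (92747790 to 92757115, 3 probes) held losses of the sire, progeny 1 and progeny 4, but no lost probe was shared between the sire and progeny. The sire was called at the third probe alone (-1.94), where progeny 1 had 0.70 and progeny 4 had 0.94. Progeny 1 was called at the first and the second probe (-0.67 and -1.14), which are also 1 of the 100 de novo calls above, and progeny 4 at the second (-1.08). Over all 3 probes, progeny 2 (-0.79 ± 0.19) and progeny 5 (-0.50 ± 0.26) had means below 0 without a call. The other 4 of the 10 had 2 probes and were called in the sire and 1 progeny mouse each, with 1 probe called in both. They were losses on chromosome 2 from 171845572 (sire -0.74 ± 0.65, progeny 2 -0.89 ± 0.26) and from 6851861 (sire -0.58 ± 0.72, progeny 4 -0.99 ± 0.35), and gains on chromosome 7 from 72438449 (sire 0.84 ± 0.67, progeny 4 0.72 ± 0.055) and chromosome 6 from 35354771 (sire 0.83 ± 0.20, progeny 1 0.71 ± 0.48). The SE over 2 probes was close to the mean or above it in the sire at the first 3 of these. Of 6002 probes positive in any mouse, 5545 were positive in 1 mouse, 456 in 2 to 7 mice and 1 in all 8. This probe, on chromosome 13 (95707465 to 95707524), had log2 ratios of 2.28 to 3.23. It was dim in the reference on at least 1 array.

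A change shared by the offspring and absent from the parents was searched for probe by probe with limma. None of 949649 autosomal probes differed between the 6 progeny and 2 parents at an adjusted p below 0.05 (lowest adjusted p = 0.479). At an unadjusted p below 0.05 there were 44482 probes, whereas 47482.5 would be found by chance. The number of adjusted calls was 0 in all 12 alternatives as well, including the scan day as a random block.

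The relation between array noise and positive probes was examined because noise alone can carry a probe past a threshold. Mice with noisier arrays had more positive probes, from progeny 5 with a derivative log2 ratio spread of 0.269 and 524 probes to progeny 1 with 0.343 and 1297 probes. Pearson's r was 0.941 (exact permutation p = 0.000521, n = 8) and Spearman's rho was 0.952 (exact permutation p = 0.00114). Without the 2 mice farthest from the median spread, r was 0.892 (exact permutation p = 0.0208, n = 6). This was the only relation computed in its family. In each of the 4 pairs of mice that shared a scan day, the noisier mouse had more positive probes, although progeny 3 shared that day with 1 of its 2 arrays only. With normexp r was -0.591 (exact permutation p = 0.139, n = 8).

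**Figure D4:**
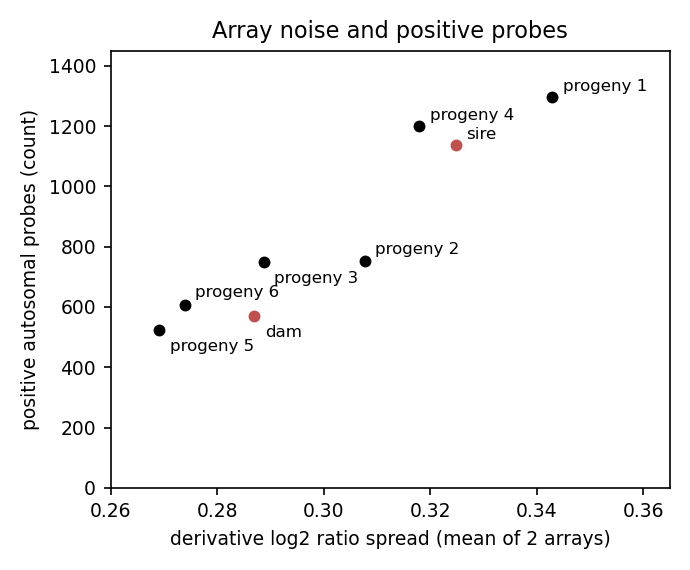
Number of positive autosomal probes against the derivative log2 ratio spread (no unit, mean of 2 arrays), with 1 point per mouse, parents in red and progeny in black. The number rises from 524 at 0.269 to 1297 at 0.343.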

Values the study reported

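The study screened the autosomes with probes about 2 kb apart. It called a probe positive in the first screening where the absolute log2 ratio exceeded 0.8 in both dye-swap hybridizations, or where all values of adjacent probes exceeded 0.5. After a second array and quantitative PCR, de novo deletions were kept in 7.1% (11 of 156) of the offspring of non-irradiated sires. For Type L deletions alone the share was 5.1% (8 of 156).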

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

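In 10 of 22 measures, 1 of the 6 progeny lay far from the others by Dixon's test at the 95% level. Chance gives such a value in about 1 of 20 measures, or 1.1 of 22, and several of these measures describe the same mouse or region. The tests described in this part were chosen after the results were seen, except the segment settings (bright probes and other scores), which were fixed beforehand.

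Progeny 6 stood apart at both chromosome 4 regions, at -0.0192 where the other progeny had -0.45 to -0.38, and at 0.97 where they had 0.55 to 0.58. Random noise is argued against, since 0 of 10000 random windows of equal size differed as much from the other progeny at either region, and so is DNA of the dam in its place, since at the chromosome 2 gain of the sire 7 of 8 spots of progeny 6 and 0 of 8 spots of the dam were well above background (a measured log2 difference of 3.55, whose size is uncertain against the dim dam). If both parents carry 2 like copies of chromosome 4, as the other progeny at the midpoint would need, 1 copy from each is argued against too, because progeny 6 lay at least 0.38 from the parental midpoint at both regions, and the others within 0.047. A father other than the sire stays open: progeny 6 carried the chromosome 2 gain at 0.20 from the mean of the other progeny (over a dim reference), which a male of the same colony may also carry. Both copies of chromosome 4 from the dam may give the same values, and this was not tested.

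Progeny 1 stood apart over the X probes at 0.0037 (others 0.90 to 0.98), over the Y probes at 0.0050 (others -2.62 to -2.27), at the chromosome 3 loss at 0.0587 (others -1.43 to -1.34) and at the chromosome 8 gain at -0.10 (others 0.26 to 0.33). Related to this, 11 autosomal probes on 7 chromosomes were lost in the dam and in exactly 5 progeny and not in the sire, and progeny 1 lacked the loss at each of them (3 of the 11 lie in the chromosome 3 loss and 1 in the chromosome 5 loss). Noise is argued against, as the highest number for the other 27 splits of the mice was 1, and so is ordinary autosomal inheritance, since only 1 progeny mouse lacked the losses on 7 chromosomes (chance 2.14e-05). Sequence shared with the Y chromosome may be a cause and stays open: the progeny mouse nearest the sire at the Y probes lacked the loss at 11 of 11 probes, but all rest on that 1 mouse, which 1 of 6 progeny would match by chance. The probe sequences were not used here. The choice of probes asked for a call, which sets a least size of the losses but not their full size. They were -2.80 to -1.24 in the dam and -4.69 to -1.12 in progeny 2 to 6. The labels give no sex for the progeny. At the X and Y probes, however, progeny 1 lay with the sire and the other progeny with the dam. The split at the 11 probes and at the chromosome 3 and chromosome 8 regions is the same, so it cannot be told apart from sex. Sequence shared with the Y chromosome was considered for the losses only, not for the chromosome 8 gain.

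Progeny 6 had 11 copy-number segments that overlapped no segment of the same sign in another mouse, against 2 to 4 in the other progeny. All 11 were losses. On bright probes progeny 6 had 4 segments, as had progeny 2, 3, 4 and 5, and 1 of its 4 lay outside the shared regions. The bright set can leave out probes that a loss itself makes dim. Progeny 6 had more segments than the other progeny with normexp (32 against 3 to 17) and at a score of 6 (185 against 77 to 136). The score is divided by the spread of each mouse's own ratios, so quieter arrays may give more segments. The derivative log2 ratio spread was 0.274 in progeny 6, 0.269 in progeny 5 (4 private segments) and 0.343 in progeny 1 (2 private segments). Whether low noise gave the higher number in progeny 6 was not tested. Only 1 segment private to any mouse had a score of 10 or more, a loss in progeny 6 on chromosome 13 (score 10.2). Progeny 6 shared 6.26% of the probes positive in either parent (others 2.86% to 3.93%) and 16.03% of those positive in the dam only (others 4.55% to 7.83%). Of its 88 probes shared with the dam only, 64 lay in the chromosome 4 gain, and outside that region its share was 4.98%, against 3.32% to 5.39% in the others. Progeny 4 shared 14.3% of the 14 probes positive in both parents, against 7.14% in the others, or 2 probes against 1.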

How the results depend on the processing

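Of 214 recomputed values, 13 changed sign and 69 moved beyond the limit set for them. The other 132 stayed within it, which for a test asks only for the same sign and the same side of its threshold, and for a count for a change within 1.5 times. The limma comparison gave 0 calls in all 12 alternatives (39750 to 60210 probes at an unadjusted p below 0.05). Removal of the dye effect, probes bright in the reference only and the scan day as a random block were chosen after the data were seen. The difference in positive probes between progeny and parents was near 0 and changed sign at a threshold of 1 (-1.83), with normexp (-19.3), with loess (-4.83), on bright probes (-25.2) and without the dye effect (-19.3), and was 195.5 without the sign condition. Leaving out each progeny mouse gave -86.4 (without progeny 1) to 68.2, with -66.8 without progeny 4, and the exact permutation p was 0.39 or more throughout. The difference in private probes changed sign with normexp (-9.83, exact permutation p = 0.0357, the smallest possible), on bright probes (-18.5), without the dye effect (-16) and without progeny 1 (-83) or progeny 4 (-68.9), and reached 66 with a mouse left out and 235 without the sign condition.

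The median of positive probes per mouse was 3611.5 without the sign condition, 291.5 at a threshold of 1, 22.5 with normexp, 78.5 on bright probes and 118 on probes bright in the reference. In the same order, de novo probes numbered 18774, 1756, 18, 225 and 633, and 2045 with the parental limit. The share transmitted was 6.94%, 5.04%, 21.1%, 14.5% and 10.3%. Type L de novo calls numbered 3287 without the sign condition, 4 without the rule for adjacent probes, 2 with normexp, 3 on bright probes and 14 on probes bright in the reference. The probe shared by all 8 mice fell out on both bright sets (0 probes), which leave it out by construction. With normexp the X value of the dam was 0.52 and the correlation of noise and positive probes was -0.591. The normexp setting adds an offset of 50, beside median signals of 43.7 to 98.4 per array and channel, and also takes other signals and another background, and none of these was varied alone. Segments numbered 840 at a score of 6, 27 at 10, 36 from 8 probes, 96 with normexp and 26 on bright probes. The bright set holds 829248 of the 950749 probes, and the set bright in the reference holds 861861. Fewer probes alone do not account for a fall of the median from 751.5 positive probes to 78.5 and 118. The cause of the shifts between settings was not tested.

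Leaving out each progeny mouse gave 3219 to 3942 de novo probes, 68 to 94 Type L de novo calls, 47 to 58 segments, a transmitted share of 3.58% to 3.81% and a noise correlation of 0.910 to 0.966. Of 72 recomputed counts of single mice, 32 lay within 1.5 times the value reported. Of all positive probes, 92.3% were dim on at least 1 array, and whether low signal over background caused these calls was not shown. The series table, saturated probes, gene groups and the scan day as a fixed block gave no values and were not run.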

Other observations

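The test with low signal below was chosen after the result was seen, and the mismatched pairs were fixed before it.

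Each mouse had 524 to 1297 positive probes, and most of them were found in 1 mouse alone. Random array noise is a candidate explanation for most of these, since 56 mismatched pairs, each made of the arrays of 2 different mice, gave a median of 711 positive probes and the real pairs gave 1.06 times as many. Low signal may contribute, as 84.5% of the de novo candidate probes were dim in the reference channel of at least 1 array, against 9.34% of autosomal probes. Runs of the Type L kind were also found in mismatched pairs, with a median of 23 (6 to 107). No biological explanation was tested for these counts.

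All 6 progeny had Type L de novo candidate losses after the first screening, from 6 to 25 in each. The share of mice with such a loss is higher than the Type L value quoted from the study above. That value, however, counts deletions kept after a second array and quantitative PCR in the offspring of many sires. These are 6 mice of 1 family before those steps. In the sample labels this family has the letter C. The study's lists of de novo changes kept after quantitative PCR name no non-irradiated mouse with that letter. If its mouse names follow the labels, the study kept none of the de novo candidates found here.

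The dye effects of the probes were shared between mice. The part of the ratio that followed the dye correlated between mice at 0.34 to 0.53 across probes, and the part that followed the mouse at -0.01 to 0.21 over the 28 pairs. Probes are not independent replicates. The 36 probes on unlocalized contigs were positive in none of the 8 mice.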
